A study of Caenorhabditis elegans with 16 samples. Its data were reported in "Multiple pals gene modules control a balance between immunity and development in Caenorhabditis elegans" (2023).

How the data were processed

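RNA was measured in whole C. elegans of 4 genotypes: wild type, the triple mutant pals-16 pals-17 pals-20, and the double mutants pals-17 pals-20 and pals-16 pals-17. Each genotype has 4 replicate libraries, 16 in all. Animals were synchronized and grown from the first larval stage for 48 h at 20 °C on bacteria, which brings wild type to the fourth larval stage (L4). Per the labels, total RNA was purified over a column, and a stranded poly(A) kit was used to make the libraries. The groups and replicate numbers are those of the labels.

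The authors sequenced paired ends, mapped the reads to release WS235 of the worm genome with Rsubread, removed genes under 1 CPM (reads of a gene per M reads of the library, with M for mega) and normalized with limma-voom on the Galaxy platform. The strand setting, the gene annotation used for counting and the software versions are not given in the sources used here. The deposited table holds 1 value per gene and library, and these values are log2 CPM as voom writes them: 0.5 is added to the reads of a gene and 1 to a library size that the authors scaled per library. No individual reads were analysed here, so adapter trimming, mapping and counting were taken as the authors made them.

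The unit was checked on the values. After the voom formula was reversed, each value in the 16 libraries was a whole number of reads to within 0.01. The lowest value of a library stood for 0 reads in 14 libraries, and for 5 and 2 reads in replicates 1 and 2 of pals-17 pals-20. The recovered totals were 22.3 to 34.9 M reads per library, with a median of 28.7 M reads, and the scaling factors ran from 0.709 to 1.33 with a product of 1. The table has 14321 lines. One of them carries no gene name, held 0.00128% to 0.00369% of the reads of a library, and was left out, so that 14320 genes were tested. In units of total reads, the gene with the fewest such libraries exceeded 1 CPM in 4 of 16 libraries. Genes that were expressed in fewer libraries are therefore missing from the table and could not be tested.

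Differential expression was tested on the deposited log2 values with limma 3.58.1 in R 4.3.3. One linear model per gene was fitted to the 16 libraries with a mean per genotype, and the variances were moderated with an intensity trend. The 6 pairwise contrasts were tested two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 14320 genes of a contrast. A gene was called at an adjusted p under 0.05, and counted as up or down where its log2 fold change was also above 2 or below -2. The residual degrees of freedom were 12, the prior degrees of freedom 3.37 and the median posterior standard deviation 0.347 on the log2 scale. For every gene it was also recorded whether the 4 libraries of one genotype all lay above the 4 of the other. Chance alone gives this in 2.86% of genes where every split of the libraries is equally likely. Shifts shared by same-numbered libraries, examined below, break this condition.

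The 9 gene lists were fixed with the design: the genes of the intracellular pathogen response (IPR), the genes up in pals-22 mutants, both as earlier studies defined them, the pals family, and heat shock, yolk, sperm, oocyte, adult cuticle and moulting genes. Of the 80 listed IPR genes 77 were in the table, and of the 457 listed pals-22 genes 310. Lists were tested with camera at a preset correlation of 0.01 between genes, with fry, and with camera at an estimated correlation, adjusted over the 54 tests of 9 lists in 6 contrasts. The mean log2 value of the IPR list and of the pals family per library was compared by a two-sided exact permutation test.

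The genes named in the text follow a rule: the edited genes pals-16, pals-17 and pals-20, the genes that the study measured by quantitative PCR with their reference snb-1, the regulators pals-22, pals-25 and zip-1, and per contrast the genes with the largest change in each direction among those called and fully separated (5 for pals-17 pals-20 against wild type, 3 for the other contrasts), and the 5 genes up in pals-17 pals-20 that differed least from the triple mutant. The rule, the contrasts and their tests, the thresholds and the alternatives were chosen before the data were examined, except fry with the replicate number as a block, which was added afterwards. Which tests of explanations were chosen afterwards is said where they are given. Genes outside the rule are named as such.

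Where the 4 libraries of a comparison group held 0 reads of a gene, fold changes are lower bounds against 3 reads over that group. Where they held 1 to 3 reads, the ratio of CPM is given with a 95% exact binomial interval. Such intervals and bounds cover counting error only, since reads without molecular identifiers are not independent molecules. Gene positions were taken from the WBcel235 annotation of Ensembl: 14312 of the 14320 gene IDs were found there, and 13267 carried the same name in both.

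The labels give the replicates of all genotypes the numbers 1 to 4. Whether these numbers pair libraries was checked by correlating the deviations of same-numbered libraries from their group means across genes, and a contrast was taken as paired where each of its 4 correlations was over 0.1. Against wild type, they were 0.72, 0.43, 0.77 and 0.27 for pals-17 pals-20, 0.71, 0.13, 0.17 and 0.34 for pals-16 pals-17 and 0.63, 0.28, 0.38 and 0.49 for pals-16 pals-17 pals-20, so these 3 contrasts count as paired. The labels do not say what a number stands for. The study's model formula is not given in the sources used here. The model without a block was kept, and the replicate number as a block was an alternative.

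The other alternatives were median centring, quantile normalization, 1 CPM added before the logarithm, only genes with a mean log2 value above 0 or above 2, no intensity trend, robust moderation, limma-voom on the recovered reads, array quality weights per library, only the 8 libraries compared, a log2 fold change beyond 1, an adjusted p under 0.01, fry or an estimated correlation for gene lists, and each of the 16 libraries left out in turn. Stability against the grouping was tested over the 35 splits of the 8 libraries of a contrast into 4 and 4.

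The procedure was tested on simulated reads, drawn for the 14320 genes from their means, their residual variances and the sizes of the real libraries, with a log2 fold change of 3 given to 200 genes, upwards for every other gene and downwards for the rest. For pals-17 pals-20 against wild type it recovered 181 of the 200 genes (90.5%) with 8 false calls, and for pals-16 pals-17 against wild type 189 (94.5%) with 6 false calls. The noise was drawn independently for each gene and library. These false calls therefore leave out shifts that same-numbered libraries share, and do not give the error rate of the real data. Pairs of replicates were checked for copies: over the 24 pairs within groups the lowest chi-square per gene was 19.4, where 2 samples of the same molecules give 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.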

Results

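The pals genes of C. elegans form a large family whose members include regulators of the intracellular pathogen response (IPR), a set of genes that are transcribed more after infection with microsporidia or the Orsay virus. To ask which transcripts change when pals-17 and pals-20 are mutated, and which of these changes need the neighbouring gene pals-16, poly(A) RNA of whole animals at L4 was sequenced from 4 genotypes. Wild type was compared with pals-17 pals-20 mutants, which carry edited alleles of both genes, with pals-16 pals-17 mutants and with pals-16 pals-17 pals-20 triple mutants. In the last 2 strains the coding region of pals-16 is deleted. Each genotype had 4 libraries. In wild type the libraries held 22.3, 28.8, 28.9 and 28.3 M reads in replicates 1 to 4. The libraries of pals-17 pals-20 held 32.3, 23.2, 29.0 and 25.4 M reads. For pals-16 pals-17 the totals were 28.8, 27.7, 32.0 and 27.1 M reads, and for the triple mutant 31.6, 26.7, 34.9 and 28.6 M reads. The 10 most abundant genes took 6.08% to 9.93% of the reads of a library.

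The edited genes were examined first, since they check the labels. pals-16 (WBGene00022337) lies on chromosome III from 1399970 to 1401401 on the plus strand of WBcel235. It measured 2.85 ± 0.25 log2 CPM in wild type (SD, n = 4) and 2.93 ± 0.13 in pals-17 pals-20, with 802 and 944 reads over the 4 libraries. Both deletion strains had almost no reads of this gene. pals-16 pals-17 had 1 read in replicate 3 and 0 in the other replicates, so that wild type exceeded it 803-fold by counts with a 95% interval from 144 to 31755. The triple mutant had 0 reads, at least 260-fold lower than wild type. pals-17 (WBGene00022346, chromosome III, 1390450 to 1391852, minus strand) fell by 2.14 on the log2 scale in pals-17 pals-20 relative to wild type, with an SE of 0.17 and an adjusted p of 1.8e-07. Its log2 fold change was -2.11 in pals-16 pals-17 (adjusted p 1.0e-05) and -2.27 in the triple mutant (adjusted p 2.4e-06). Transcripts of this gene thus remained at 1.75 to 1.91 log2 CPM on average in the 3 mutant strains, against 4.02 in wild type.

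pals-20 (WBGene00194746, chromosome III, 1386993 to 1388324, minus strand) was a gene of low abundance, with 39 reads over the wild-type libraries. It measured -1.47 ± 0.19 log2 CPM in wild type (SD, n = 4), 0.35 ± 0.40 in pals-17 pals-20, -0.70 ± 0.42 in pals-16 pals-17 and -1.68 ± 0.44 in the triple mutant. Its transcript was higher in pals-17 pals-20 than in wild type by 1.81 (SE 0.34, adjusted p 0.0040), and not changed beyond its error in the triple mutant (log2 fold change -0.21, SE 0.34, adjusted p 0.788). Against the triple mutant the difference was 2.02 (adjusted p 0.00133), with an adjusted p of 0.0514 when only the 8 libraries compared were used. Against pals-16 pals-17 it was 1.04 and not called (adjusted p 0.150), except with array quality weights (0.0316). The rise in pals-16 pals-17 over wild type was 0.77, not called (adjusted p 0.995) except with array quality weights (0.0267). The gene lies inside Y82E9BR.5 on the opposite strand, and since the strand setting of the counting is not known its values are uncertain. The label of every library matched its pals-16 and pals-17 values. Neither gene parts pals-16 pals-17 from the triple mutant, so the labels of these strains were not checked against each other. The pals-20 allele leaves a transcript, so pals-20 checks no label.

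**Figure D1:**
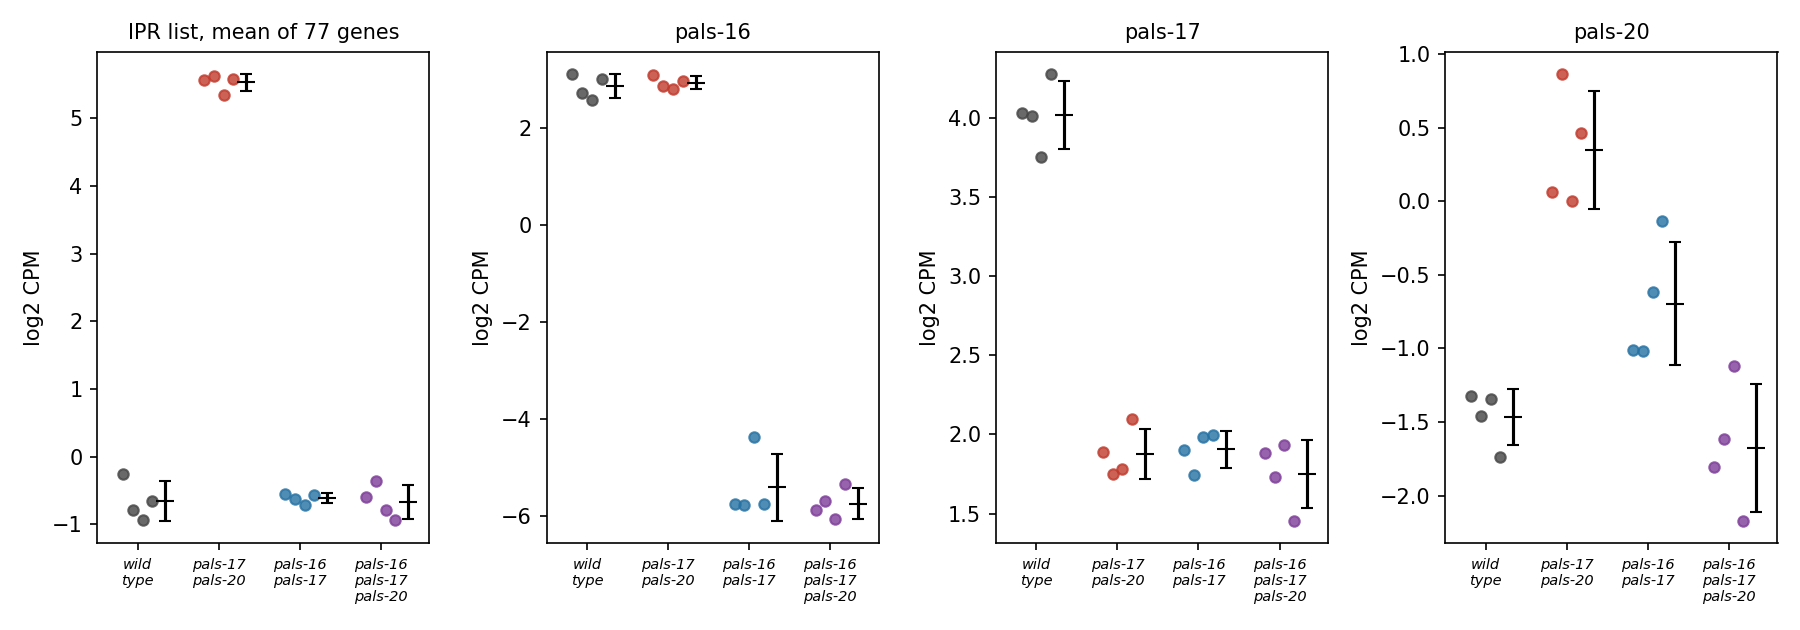
Mean log2 CPM of the 77 IPR genes and log2 CPM of the 3 edited genes in each of the 16 libraries (points), by genotype, with the mean and SD of the 4 replicates in black. The IPR mean was 5.53 in pals-17 pals-20 and between -0.67 and -0.61 in the other genotypes, and pals-16 was near the lowest value of the libraries in both deletion strains.

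To identify transcripts that change when pals-17 and pals-20 are mutated together, pals-17 pals-20 mutants were compared with wild type. No strain here has pals-17 or pals-20 mutated alone, so this comparison cannot assign a change to either gene. The paper reported that most genes it found higher in this strain were also higher in pals-17 single mutants. Of 14320 genes, 312 were called and 187 of them were up, 8 were down. The unadjusted p was under 0.05 for 1419 genes. In 5.23% of genes the libraries of both genotypes did not overlap, against 2.86% by chance if pairs are ignored, and all 187 up genes were among them. The alternative that moved the number of up genes most was to test only genes with a mean log2 value above 2, which left 40 up genes and removes by construction genes that are low in 3 of the 4 genotypes. The number of down genes depended on single libraries: it was 41, 4, 2 and 2 without replicates 1, 2, 3 and 4 of pals-17 pals-20, and 5, 4 and 3 without replicates 2, 3 and 4 of wild type. With the replicate number as a block, 23 genes were down. The median log2 fold change over all genes was -0.05.

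Among the 187 up genes the median log2 fold change was 5.63, with a range from 2.01 to 11.60, and setting the 8 genes that had 0 reads in wild type to their lower bounds left the median at 5.63. Another 21 up genes had 1 to 3 reads over the wild-type libraries. The 187 up genes together took 0.0373 ± 0.0017% of all reads in wild type (SD, n = 4) and 1.21 ± 0.08% in pals-17 pals-20. By fitted log2 fold change, the highest genes were pals-29 (WBGene00012091), fbxa-75 (WBGene00022476), F57G4.11 (WBGene00195165), C17H1.2 (WBGene00007655) and C43D7.4 (WBGene00008067). Each had 0 to 3 reads over the wild-type libraries, so their order is not resolved. pals-29 (chromosome IV, 14539685 to 14542617) had 13419 reads over the pals-17 pals-20 libraries and 3 over wild type, a ratio of 4074 with a 95% interval from 1394 to 19758. fbxa-75 (chromosome III, 1303714 to 1305461) had 6444 reads and 0, at least 1956-fold higher. For F57G4.11 (chromosome V, 17625206 to 17627598) the counts were 8428 and 2, a ratio of 3838 (interval from 1062 to 31698). C17H1.2 (chromosome I, 13085106 to 13103119) and C43D7.4 (chromosome V, 19321901 to 19322487) had 4372 and 6320 reads against 1 and 3. Several of these genes have close paralogs, and C17H1.2 and pals-29 overlap other genes on both strands, so how reads were divided between neighbours or copies is uncertain.

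The down genes were phat-4 (WBGene00020237), ZK662.2 (WBGene00014039), M03E7.4 (WBGene00019756), M02G9.2 (WBGene00010831), pals-17, and pud-3, pud-4 and col-152. Of these, col-152 lies outside the naming rule and was chosen after its values were seen. The log2 fold change was -3.08 for phat-4, -2.61 for col-152, -2.40 for ZK662.2, -2.27 for M03E7.4, -2.25 for M02G9.2 and -2.03 for pud-3. The adjusted p was 0.0231 for phat-4, 0.0212 for ZK662.2, 0.0240 for M03E7.4 and 0.00867 for M02G9.2. The calls of phat-4 and ZK662.2 were lost without replicate 3 or replicate 4 of wild type and without replicates 2, 3 or 4 of pals-17 pals-20, where their adjusted p lay between 0.0502 and 0.101. M03E7.4, which overlaps a gene on the other strand, lost its call without replicates 1, 2 or 4 of wild type (0.0723, 0.0650 and 0.0896) and without replicates 2, 3 or 4 of pals-17 pals-20 (0.0813, 0.0986 and 0.0524). In the 8-library fit the calls of M02G9.2 (0.0562) and M03E7.4 (0.186) were lost. That of M03E7.4 was also lost with quantile normalization (0.0525) and 1 CPM added (0.0731), and array quality weights left phat-4 (0.230), ZK662.2 (0.108) and M03E7.4 (0.111) without a call.

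The IPR list was then examined. Its mean per library was -0.66 ± 0.29 log2 CPM in wild type (SD, n = 4) and 5.53 ± 0.13 in pals-17 pals-20, a difference of 6.19. The two-sided exact permutation p was 0.0286, the smallest that 4 against 4 libraries allow, and 0.0571 after adjustment over 6 contrasts. Among the 77 IPR genes that were measured, 65 were up, and 66 when adjusted over the list alone. All 77 genes had a log2 fold change above 0, with a median of 6.47. The median was the same when the 1 gene with 0 reads in wild type was set to its bound. camera gave an adjusted p of 7.8e-191 for the list, fry 4.0e-14 and camera with an estimated correlation 1.2e-07. Among the 310 pals-22 genes that were measured, 185 were up, 188 when adjusted over the list alone. The median log2 fold change of this list was 3.00, with a camera adjusted p of 1.0e-259. Of the 187 up genes, 185 were on the pals-22 list, 65 on the IPR list and 2 on neither. These 2 are ooc-3 and fbxc-19, of which fbxc-19 lies outside the naming rule and was chosen after its values were seen. Among the 35 pals genes that were measured, 25 were up (25 also when adjusted over the list alone), and the mean of the family per library rose by 5.85 (exact permutation p 0.0286, adjusted 0.0571), with a camera adjusted p of 1.5e-80, fry 4.9e-13 and 4.4e-06 with an estimated correlation. The 65 IPR genes and the 25 pals genes that were up are all on the pals-22 list. The results of these lists therefore overlap and are not independent.

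The 12 IPR genes that were not up had log2 fold changes from 0.11 for Y69A2AR.25 to 2.41 for dod-23. Of these genes, chosen after their values were seen, dod-23 had the largest change and an adjusted p of 0.188. T10C6.15, Y47H10A.5 and Y119D3B.21 were called, at log2 fold changes of 1.66, 1.62 and 1.21.

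Genes that the study followed by quantitative PCR were higher in pals-17 pals-20 than in wild type, with differences from 1.18 to 10.46. pals-5 (WBGene00007659, chromosome I, 13130813 to 13132466) rose from -3.91 ± 1.38 to 6.56 ± 0.10 log2 CPM (SD, n = 4), a log2 fold change of 10.46 with an SE of 0.57 and an adjusted p of 2.7e-09. F26F2.1 rose by 7.14 (adjusted p 1.8e-07) and F26F2.3 by 8.80 (adjusted p 1.5e-07). F26F2.4 had 2 reads over the wild-type libraries and 4276 over the mutant ones, a ratio of 1947 with an interval from 539 to 16085. The log2 fold change was 1.18 for skr-3, 3.68 for skr-4 and 3.33 for skr-5, each called, with skr-3 below the threshold of 2. cul-6 rose by 1.51 but was not called (adjusted p 0.0585). It was called with limma-voom (0.0188), median centring (0.0452), quantile normalization (0.0174), 1 CPM added (0.0310), only the 8 libraries compared (2.6e-04) and array quality weights (9.9e-05). Leaving out replicate 1, 2 or 4 of the triple mutant, which is not part of this contrast but shares its variance estimate, also led to a call (0.0486, 0.0325 and 3.8e-04). pals-5 and skr-5 overlap genes on the other strand, so their values carry the same doubt as that of pals-20. The reference gene snb-1 did not differ (log2 fold change 0.06, SE 0.17, adjusted p 0.901).

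Among the regulators, pals-22 (WBGene00016216) rose by 1.11 (SE 0.18, adjusted p 0.00117). zip-1 (WBGene00006986) rose by 1.54 and pals-25 (WBGene00020540) by 0.80, both not called at adjusted p of 0.0579 and 0.0951. With the replicate number as a block the adjusted p of zip-1 was 0.0152. zip-1 was also called with limma-voom (0.0282), median centring (0.0496), quantile normalization (0.0231), 1 CPM added (0.0422) and only the 8 libraries compared (0.0160), and without replicate 2 of wild type (0.0460) or replicate 2 or 4 of the triple mutant (0.0129 and 0.0194). pals-25 was called with limma-voom (0.0380), 1 CPM added (0.0392) and array quality weights (0.00224), and without replicate 4 of the triple mutant (0.0226). zip-1 overlaps genes on the other strand as well. For zip-1, cul-6 and pals-25 the 4 mutant libraries all lay above the 4 wild-type libraries.

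To ask which of these changes need pals-16, pals-17 pals-20 mutants were compared with the triple mutant, which carries the same pals-17 and pals-20 alleles. Here 597 genes were called, with 202 up and 25 down, and 4072 had an unadjusted p under 0.05. The libraries of both genotypes did not overlap for 1576 genes, where chance gives 2.86% of genes. A threshold at a log2 fold change of 1 gave 340 up and 96 down genes. The number of called genes was 1593, 2587, 340 and 314 without replicates 1, 2, 3 and 4 of pals-17 pals-20 and 379 without replicate 4 of the triple mutant, while the number of up genes lay between 192 and 250 in the 16 fits that left out 1 library. Of the 187 genes up against wild type, 183 were also up against the triple mutant, and all 187 were called higher. The 5 genes with the smallest difference were sago-2 (1.59), Y38C1AA.19 (1.64), fbxa-9 (1.92), ooc-3 (1.97) and fbxa-67 (2.01). Of these, sago-2, fbxa-9 and ooc-3 overlap genes on the other strand. The calls of Y38C1AA.19 and fbxa-9 were lost in the 8-library fit (adjusted p 0.135 and 0.0615) and after quantile normalization (0.108 and 0.0637). That of Y38C1AA.19 was also lost without replicate 3 or 4 of pals-17 pals-20 (0.0796 and 0.120) and without replicate 2 or 3 of the triple mutant (0.0576 and 0.0741). Of the IPR genes 67 were up, 67 when adjusted over the list alone, and of the pals-22 genes 194, or 195 when adjusted over the list alone. The mean of the IPR list per library was 6.20 higher than in the triple mutant (exact permutation p 0.0286, adjusted 0.0571).

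By fitted log2 fold change, the highest genes in this contrast were pals-29, Y39G8B.5 (WBGene00012726) and F57G4.11. pals-29 had 3 reads over the triple mutant libraries, a ratio of 3963 with an interval from 1356 to 19221. Y39G8B.5, which overlaps a gene on the other strand, had 6864 reads against 1, a ratio of 6082 with an interval from 1091 to 240253. The log2 fold change was 10.69 for F57G4.11 (SE 0.69). Among the 7 down genes whose libraries did not overlap, the largest falls were those of M03E7.4 (-2.62, adjusted p 0.00669), abu-14 (-2.57, adjusted p 0.0182) and pud-4 (-2.29, adjusted p 0.00716). abu-14 was not called without replicate 3 or 4 of pals-17 pals-20 (0.0618 and 0.0521) or replicate 1 or 4 of the triple mutant (0.0537 and 0.0753), and none of these 3 genes was called in the 8-library fit or with array quality weights. The number of down genes was 91, 58, 2 and 3 without replicates 1, 2, 3 and 4 of pals-17 pals-20, and 5 and 4 without replicates 1 and 4 of the triple mutant. It was 15 without replicate 2 of wild type or replicate 2, 3 or 4 of pals-16 pals-17, and 16 without replicate 4 of wild type. Under array quality weights it was 0.

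Compared with pals-16 pals-17 mutants, which carry an unedited pals-20, pals-17 pals-20 mutants showed 182 up and 4 down genes among 314 called. An unadjusted p under 0.05 was found for 2428 genes, and the libraries did not overlap for 9.08% of genes. Testing only genes with a mean log2 value above 2 left 36 up genes. Of the 187 genes up against wild type, 176 were up in this contrast too, 186 were called higher, and 175 were up in all 3 contrasts of this strain. Of the IPR genes 66 were up, 67 when adjusted over the list alone, and of the pals-22 genes 180, or 184 when adjusted over the list alone. pals-29, F57G4.11 and Y39G8B.5 had the highest fitted log2 fold changes, with 2, 1 and 1 reads over the pals-16 pals-17 libraries and ratios of 6119 (interval from 1693 to 50528), 7686 (1379 to 303602) and 6259 (1123 to 247269). The down genes were M03E7.4, pud-3, pud-4 and col-152. Together with nas-22, called at a log2 fold change of -1.94 (adjusted p 0.0371), pud-4 and pud-3 fell most among the separated genes, by 2.34 and by 2.14. nas-22 was called only without replicate 1 or 2 of pals-17 pals-20 or replicate 1 or 4 of the triple mutant, and in the 12 other fits that left out 1 library its adjusted p lay between 0.0510 and 0.164. The number of down genes was 74, 12, 0 and 1 without replicates 1, 2, 3 and 4 of pals-17 pals-20, and 1 and 2 without replicates 2 and 3 of pals-16 pals-17. The number of called genes was 640 and 484 without replicates 1 and 2 of pals-17 pals-20. Comparisons that share the pals-17 pals-20 libraries also share their chance deviations. The fold changes against wild type and against the triple mutant correlated across genes at 0.87, and those against wild type and against pals-16 pals-17 at 0.91. In 100 simulated regroupings of the residuals, the mean correlations were 0.47 and 0.48 and the highest 0.93 and 0.94. No gene was up in any of these regroupings, so they say nothing about the number of shared genes. Genes are not independent replicates, and the observed correlations lay within the simulated range.

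The deletion strains were then compared with wild type, to ask what remains changed once pals-16 is lost. In pals-16 pals-17 mutants limma called 2 genes, pals-16 and pals-17, and none was up, while 195 genes had an unadjusted p under 0.05. The libraries did not overlap for 2.01% of genes. The chance share of 2.86% is no benchmark here, since this contrast counts as paired. limma-voom also gave 0 up and 2 down genes. Array quality weights changed this result most, with 4 up and 59 down genes among 1116 called. In the triple mutant limma called 4 genes, all lower: pals-16, pals-17, far-5 and C06B3.6. No gene was up by limma or by limma-voom, 2 were up among 87 called with array quality weights, and 801 had an unadjusted p under 0.05. The libraries did not overlap for 3.45% of genes. C06B3.6 (WBGene00007365), which lies outside the naming rule and was chosen after its values were seen, fell by 1.12 (adjusted p 0.0374) and had a log2 fold change of -0.65 in pals-16 pals-17, not called (adjusted p 0.995).

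far-5 (WBGene00001389, chromosome V, 12995569 to 12996836, plus strand) measured 4.84 ± 0.38 log2 CPM in wild type (SD, n = 4), 5.58 ± 0.34 in pals-17 pals-20, 4.93 ± 0.19 in pals-16 pals-17 and 0.21 ± 0.19 in the triple mutant. It fell by 4.63 in the triple mutant relative to wild type (SE 0.21, adjusted p 2.4e-09). The triple mutant libraries held 28, 29, 43 and 25 reads of this gene, and the libraries of the other genotypes 529 to 2174. far-5 shares 50 bases with far-3 on the other strand. Between the triple mutant and pals-16 pals-17, far-5 was the only gene called (log2 fold change -4.72, SE 0.21, adjusted p 3.5e-09). limma gave 0 up genes there, as did limma-voom and array quality weights, with 143 genes at an unadjusted p under 0.05 and non-overlapping libraries for 1.24% of genes. The pals-16 deletions of these 2 strains are separate alleles, so this contrast does not compare pals-20 alone.

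The 187 genes up in pals-17 pals-20 were followed into the deletion strains. None was called by limma in the triple mutant or in pals-16 pals-17 relative to wild type, nor when adjusted over these 187 genes alone, and 8 and 9 of them had an unadjusted p under 0.05. Their median log2 fold change was -0.03 in the triple mutant and 0.11 in pals-16 pals-17. They took 0.0339 ± 0.0051% of reads in the triple mutant and 0.0382 ± 0.0024% in pals-16 pals-17 (SD, n = 4), near the share in wild type. The IPR list mean per library was -0.67 ± 0.25 in the triple mutant and -0.61 ± 0.07 in pals-16 pals-17. Relative to wild type, the exact permutation p was 0.943 for the former and 0.8 for the latter. limma called 0 IPR genes in these 2 contrasts and in the contrast between the deletion strains (exact permutation p 0.657), where 4, 4 and 2 had an unadjusted p under 0.05. When adjusted over the list alone, 1 IPR gene was called in the triple mutant and 0 in the other 2 contrasts, and with the replicate number as a block 1 in pals-16 pals-17. With array quality weights 2 IPR genes were up in pals-16 pals-17 and 1 in the triple mutant, and with limma-voom none.

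**Figure D2:**
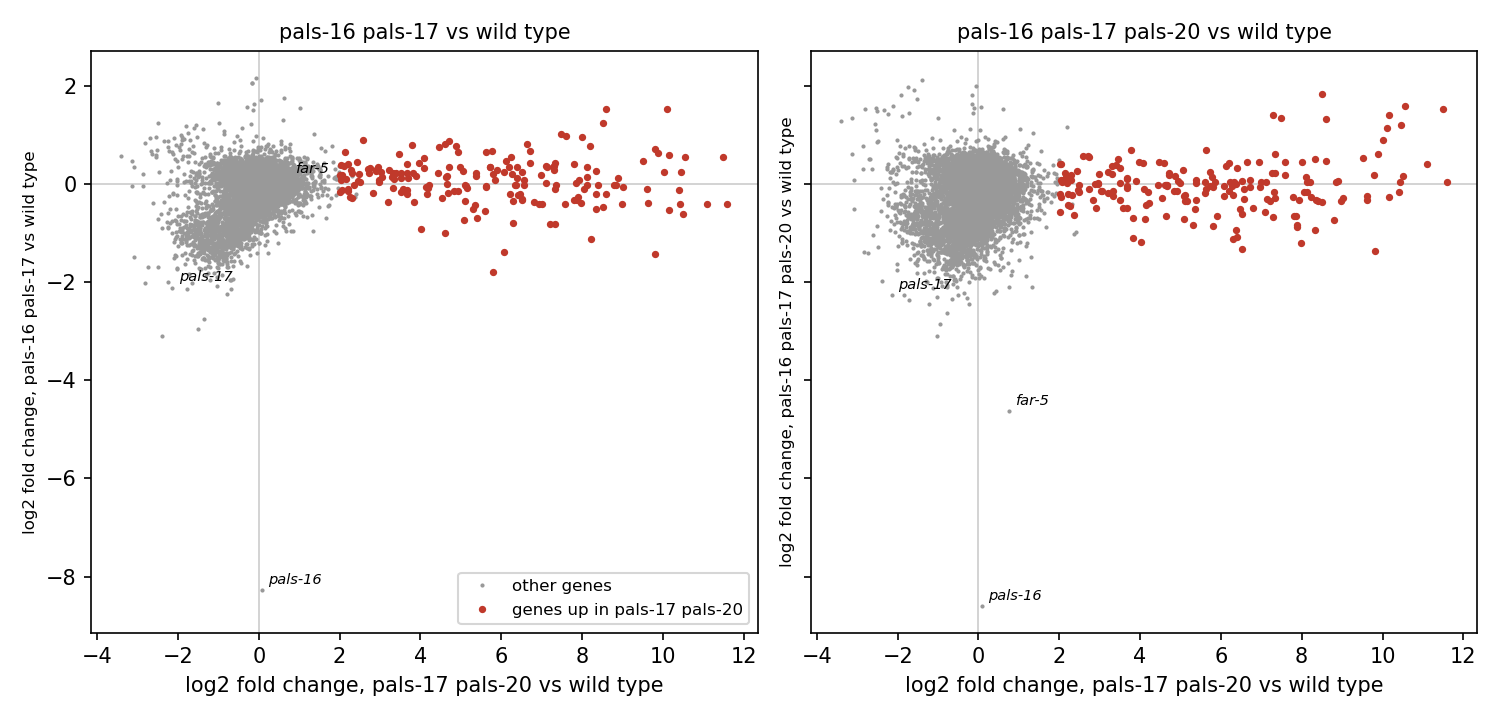
Log2 fold change of each gene in pals-16 pals-17 (left) and in pals-16 pals-17 pals-20 (right) relative to wild type, against its log2 fold change in pals-17 pals-20 relative to wild type. The 187 genes up in pals-17 pals-20 (red) lie along 0 on the vertical axes, with medians of 0.11 and -0.03, while far-5 falls by 4.63 in the triple mutant only.

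Other lists were tested for heat shock and for developmental stage. Over 54 tests of 9 lists, camera called 21. Of these calls, 13 held under fry in the same direction and 10 under camera with an estimated correlation. The heat shock list of 9 genes did not change in pals-17 pals-20 relative to wild type (median log2 fold change 0.11, camera adjusted p 0.514), with 0 genes called by limma, 1 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. With array quality weights camera called the list in this contrast (0.0216). It was lower in pals-16 pals-17 (median -0.40, camera adjusted p 2.6e-09, fry 0.0394, estimated correlation 0.0405) and in the triple mutant (median -0.55, camera 1.0e-05, fry 0.0296, estimated correlation 0.154, array quality weights 0.210). With the replicate number as a block, fry called the list in neither strain (0.0655 and 0.0511). All 9 genes were lower in both strains than in wild type. In these 2 contrasts limma called 0 of the genes, with 4 and 6 at an unadjusted p under 0.05, and when adjusted over the list alone it called 1 and 4. In pals-17 pals-20 the list was higher than in the triple mutant (median 0.64, camera adjusted p 0.00150, fry 0.0132) and than in pals-16 pals-17 (median 0.49, camera 1.9e-04, fry 0.0177), and neither held with an estimated correlation (0.390 and 0.264). There limma called 3 and 0 of the genes, and 5 and 5 when adjusted over the list alone. The pals-22 list had camera calls in the contrasts without the up genes as well, higher in pals-16 pals-17 than in wild type (median 0.13, adjusted p 0.00889) and lower in the triple mutant than in pals-16 pals-17 (median -0.12, adjusted p 0.0243), and neither held under fry (0.553 and 0.387). The first was also lost without replicate 2 of wild type (0.0582) or replicate 4 of pals-16 pals-17 (0.0769), and the second without replicate 4 of pals-16 pals-17 (0.133) or replicate 1 or 4 of the triple mutant (0.125 and 0.0755). The first was lost for genes with a mean log2 value above 2 (0.116), and the second with quantile normalization (0.533) and array quality weights (0.340). Quantile normalization also led to a call of this list as higher in the triple mutant than in wild type (5.4e-05).

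In pals-17 pals-20 relative to wild type, the median log2 fold change was -2.18 for the yolk list, -1.42 for the sperm list, -1.52 for the oocyte list, -1.89 for the adult cuticle list and 0.19 for the moulting list. No gene of these lists was called by limma in this contrast, over all genes or adjusted over the list alone, and 1 gene, of the yolk list, had an unadjusted p under 0.05. With the replicate number as a block, 1 yolk gene and 1 sperm gene were called, and 6 yolk, 31 sperm and 7 oocyte genes when adjusted over the list alone. The yolk, sperm, oocyte and adult cuticle means were lower in pals-17 pals-20 in each of the 4 same-numbered pairs. For sperm the differences were -0.72, -0.53, -2.42 and -1.83. camera called the yolk list (adjusted p 0.0153) and the sperm list (6.0e-05), and fry called neither (0.414 and 0.553, and with the block 0.0632 and 0.0511). The yolk list was also lower by camera than in the triple mutant (median -2.81, adjusted p 0.0129) and than in pals-16 pals-17 (median -3.06, adjusted p 0.00175), and the sperm list was higher in the triple mutant than in pals-16 pals-17 (median 0.53, adjusted p 0.00334), none of which held under fry without a block. Against pals-16 pals-17, 5 yolk genes were called when adjusted over the list alone. The call of the yolk list against wild type was lost without replicate 1 of wild type (0.101) or replicate 3 of pals-17 pals-20 (0.135) and with array quality weights (0.349). The call against the triple mutant was lost without replicate 1 of that strain (0.0760), and the call against pals-16 pals-17 with array quality weights (0.367). The oocyte, adult cuticle and moulting lists had camera adjusted p of 0.0577, 0.344 and 0.582. The oocyte list was called in 9 of 31 alternative settings: with the block, with only the 8 libraries compared (0.0298), for genes with a mean log2 value above 0 (0.0491), and without replicate 3 or 4 of wild type (0.0310 and 0.0214), replicate 1 of pals-17 pals-20 (0.00395), replicate 1 or 2 of pals-16 pals-17 (0.0275 and 0.0439) or replicate 1 of the triple mutant (0.0446). The sperm list was also lower in pals-16 pals-17 than in wild type by camera (7.5e-08), with a fry adjusted p of 0.691. The block changed the camera call of the oocyte list in pals-17 pals-20 and in pals-16 pals-17 relative to wild type (5.4e-04 and 0.00758), of the yolk list in pals-16 pals-17 (0.00332) and of the sperm list in the triple mutant (5.4e-04). It was not alone in this. Of the 31 settings, block included, 5 called the oocyte list and 6 the yolk list in pals-16 pals-17 relative to wild type. In the triple mutant relative to wild type, 7 called the sperm list and 4 the moulting list. The first 2 principal components held 40.9% and 24.3% of the variance. On the first axis the pals-17 pals-20 libraries lay at 20.2, 38.7, 121.9 and 99.9 in replicates 1 to 4. The highest library of the other genotypes lay at 11.7. Replicates 3 and 4 of pals-17 pals-20 also had the lowest sperm and oocyte means of all libraries. This axis therefore does not part genotype from stage. On the second axis the replicate 1 libraries of the 4 genotypes lay between -62.1 and -45.8 and the other 12 libraries between -28.5 and 74.3.

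**Figure D3:**
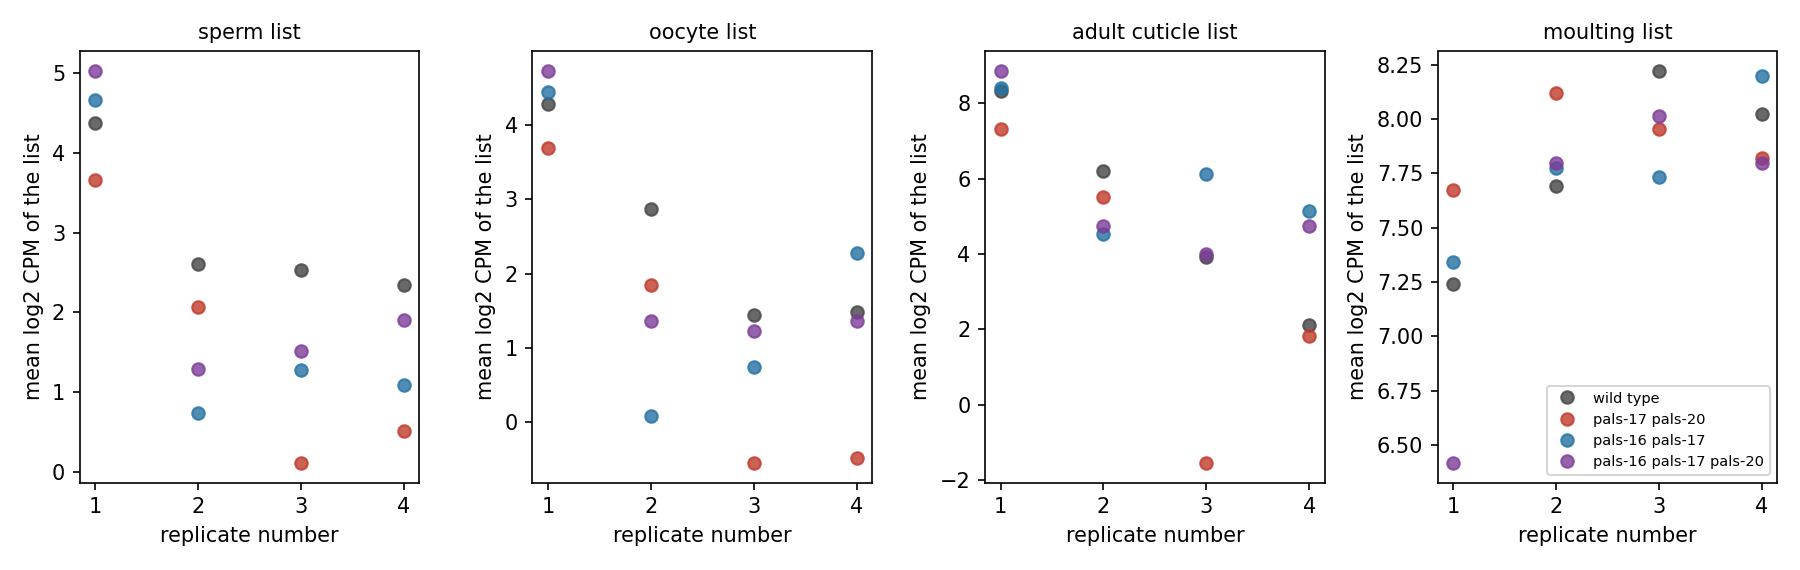
Mean log2 CPM of the sperm, oocyte, adult cuticle and moulting lists in each library, by replicate number (horizontal axis, with no order) and genotype (colour). The replicate 1 library has the highest sperm, oocyte and adult cuticle mean of its genotype in all 4 genotypes.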

Values the study reported

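The study compared L4 animals carrying mutations in both pals-17 and pals-20 with wild type and counted 190 genes with higher expression. Of these 190 genes, it counted 188 that also rise in pals-22 mutants. It found 66 of the 80 IPR genes among them. For 182 of the 190 genes, it reported that loss of pals-16 suppressed the rise.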

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

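The tests of explanations in this part were chosen after the results were seen. A library is named here when its gap to the nearest of its 3 fellow replicates makes up so much of the whole range that chance gives it in about 5% of groups. Of 112 groups tested over 28 measures, 11 had such a library, where 5.6 are due by chance, and single entries below can be chance.

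Of the 11 entries, 6 belong to the stage lists and replicate 1. The sperm list mean was 4.37 log2 CPM in replicate 1 of wild type and 2.34 to 2.60 in its other replicates, 4.66 against 0.74 to 1.28 in pals-16 pals-17, and 5.02 against 1.29 to 1.91 in the triple mutant. In replicate 1 of the triple mutant the oocyte list mean was 4.73 (others 1.22 to 1.36), the adult cuticle mean 8.86 (others 4.01 to 4.74) and the moulting mean 6.42 (others 7.80 to 8.01). A candidate explanation is that the replicate 1 cultures were harvested at a later age. It needs the sperm, oocyte, yolk and adult cuticle means to be highest in replicate 1 of each genotype, and this held in 16 of 16 combinations, where 4 are due by chance. The lists rise together with age, so the 16 are not independent, and the libraries that gave rise to the idea are among them. Library preparation in batches by replicate number is open too, since the labels do not say what a number stands for. As replicate 1 is in each genotype, this shift adds spread to the contrasts more than it favours a genotype.

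Replicate 1 of wild type held 22.3 M reads and its other replicates 28.3 to 28.9 M reads. No explanation was tested for this depth. Replicate 4 of the triple mutant had a scaling factor of 0.709 (others 0.937 to 0.977). A few genes did not take most of its reads: its 10 most abundant genes held 9.93%, against 8.44% in the next library. What made the factor low was not tested further. No biological explanation was tested for either.

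Replicate 4 of pals-16 pals-17 gave 0.0417% of its reads to the 187 genes that are up in pals-17 pals-20, and its other replicates 0.0365% to 0.0373%. That 1 abundant gene made the excess is argued against: sago-2, which added most, made up 31.6% of the excess. No biological explanation was tested.

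F26F2.3 measured -3.44 log2 CPM in replicate 1 of pals-16 pals-17, against -2.27 to -2.05 in the other replicates. This stands for 2 reads against 6, 6 and 6. Counting error could give such a difference (exact binomial p 0.192), but so few reads decide nothing, and counting error and a real difference cannot be told apart. pals-16 measured -4.39 in replicate 3 of pals-16 pals-17, against -5.77 to -5.75 in the others. That is 1 read against 0 (exact binomial p 0.278) of a gene whose coding region is deleted. A misplaced read, a trace of another library and a remaining transcript cannot be told apart on 1 read.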

How the results depend on the processing

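Each alternative in the methods was run. Of these, fry with the replicate number as a block was added after the data were seen. The number of up genes in the 3 contrasts of pals-17 pals-20 stayed within 1.5 times its value under each alternative except the filters on mean abundance and, against the triple mutant, a log2 fold change beyond 1. The number of down genes moved under most of them. Single named genes kept their direction and side of the adjusted p threshold in 706 of the comparisons with these alternatives, while 17 gained a call and 28 lost one. A log2 fold change that crossed 2 did not count as a change. The alternative of a log2 fold change beyond 1 leaves these comparisons the same by construction, and they are among the 706. With 1 library left out, 965 were kept, 7 gained and 36 lost a call.

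Testing only genes with a mean log2 value above 0 left 93, 105 and 89 up genes in pals-17 pals-20 against wild type, the triple mutant and pals-16 pals-17, with 38, 40 and 39 IPR genes and 92, 99 and 88 pals-22 genes up. Of the pals family 13 were up against wild type, and 90 and 85 up genes were shared with the contrasts to the triple mutant and pals-16 pals-17. Down were 2 genes against pals-16 pals-17, and 1 gene in pals-16 pals-17 against wild type. Above a mean of 2, the up genes were 40, 46 and 36, the IPR genes 18, 19 and 19, the pals-22 genes 39, 42 and 35, the pals family genes 2, and the shared genes 38 and 35. The down genes were 4, 6 and 2, and 1 in pals-16 pals-17 against wild type. These filters remove genes that are low in 3 of the 4 genotypes, so fewer such genes were tested.

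For the other alternatives, the number of down genes in pals-17 pals-20 is given in the same order of contrasts, and the cause was not tested except where the alternative itself sets a threshold or uses fewer libraries. Against the triple mutant it was 46 with median centring, which gave 1035 called genes, and 40 with quantile normalization. With 1 CPM added it was 1, 15 and 0, and 1 in pals-16 pals-17 against wild type. With only the 8 libraries compared it was 4, 1 and 2, and at an adjusted p below 0.01 it was 3, 3 and 2. A log2 fold change beyond 1 gave 18, 96 and 32 down genes, and 340 up genes against the triple mutant. With 1 library left out, the ranges were 2 to 41, 2 to 91 and 0 to 74, the highest without replicate 1 of pals-17 pals-20 and the lowest without its replicate 3 (against wild type, also without its replicate 4).

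With the replicate number as a block, the number of down genes was 23, 60 and 29. In the 3 contrasts with wild type, which count as paired, the block changed the call of zip-1, 4 camera calls of stage lists, the fry calls of the heat shock list in both deletion strains (0.0655 and 0.0511) and the list genes given in the report. It changed no other call of a named gene, and no other camera or fry call of a list in these 3 contrasts. The other 3 contrasts did not meet the rule for pairs, although replicate 1 deviates together in each. For replicates 1 to 4 the correlations were 0.59, -0.06, 0.47 and 0.006 in pals-17 pals-20 against the triple mutant, 0.61, -0.11, 0.26 and 0.08 against pals-16 pals-17, and 0.79, 0.51, 0.29 and -0.02 between the deletion strains. There the block gave 1962 called genes against the triple mutant and 590 against pals-16 pals-17, and fry with the block called the yolk list as lower in both (0.0278 and 0.0148), with 6 and 6 yolk genes called by limma.

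Array quality weights gave 0 down genes in pals-17 pals-20 against the triple mutant and 0 against pals-16 pals-17, and 956 called genes against wild type and 1187 against pals-16 pals-17. In pals-16 pals-17 against wild type, 4 genes were up and 59 down with 2 IPR genes up, and in the triple mutant 2 were up and 10 down with 1 IPR gene up. Directions of camera tests reversed: for the sperm list in pals-17 pals-20 against wild type (adjusted p 0.250), the triple mutant (1.9e-05) and pals-16 pals-17 (1.4e-09), the oocyte list against the triple mutant (0.0222) and pals-16 pals-17 (3.6e-04), the yolk list against the triple mutant (0.754), and the heat shock list between the deletion strains (0.0222). The cause was not tested. Other settings gave calls in the opposite direction, as lower in pals-17 pals-20. For the oocyte list against the triple mutant, these were the block (0.0308) and leaving out replicate 1 of pals-17 pals-20 (0.0448). The sperm list was called as lower against pals-16 pals-17 without that replicate (0.0350). Against the triple mutant, the sperm list was not called as lower in pals-17 pals-20 (0.0545), but it was in 12 of 31 alternative settings. These were the block (2.8e-05), the 8 libraries (0.0192), limma-voom (0.0433), quantile normalization (0.0240), and leaving out replicate 1 or 4 of wild type (0.0423 and 0.0482), replicate 1 of pals-17 pals-20 (0.00158), replicate 1 or 2 of pals-16 pals-17 (0.0170 and 0.0439) or replicate 2, 3 or 4 of the triple mutant (between 0.00545 and 0.0230). The sperm list test between the deletion strains ran from 1.5e-12 without replicate 1 of pals-16 pals-17 to 0.424 without its replicate 2, and reversed without replicate 1 of the triple mutant (0.388).

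Quantile normalization led to camera calls of the IPR list as higher in pals-16 pals-17 (0.0024) and in the triple mutant (0.00279) than in wild type, which no other scaling gave. The first was also called without replicate 1 of wild type (0.0415). The call of the IPR list in the 3 contrasts of pals-17 pals-20 held under each alternative, fry and the estimated correlation included. Depth limits the genes with few reads: fold changes of the 8 and 21 up genes with 0 and with 1 to 3 wild-type reads are bounds or wide intervals.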

Other observations

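The tests on far-5, on pals-18 and pals-19, on the pals-20 transcript, on the abu genes and on carried variants were chosen after the results were seen, as were the splits judged by genes up or down. An SE printed beside the median of a set of genes is that of the mean of the set.

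The libraries of each contrast were split into 4 and 4 in each of the 35 possible ways. By the number of called genes, which was the planned measure, 2 of 35 splits gave as many as the real one for pals-17 pals-20 against wild type, and 2 of 35 against the triple mutant, so chance is not excluded there for the number of called genes. For the other 4 contrasts it was 1 of 35, the real split. Against wild type, the other split gave 2736 called genes and parted replicates 1 and 2 from replicates 3 and 4 of both genotypes, so it follows the replicate numbers. The fit with the replicate number as a block gave 190 up and 23 down genes. Against the triple mutant, the other split gave 720 called genes and joined replicates 1, 3 and 4 of pals-17 pals-20 with replicate 1 of the triple mutant. Of the 8 splits that part each of the 4 pairs, the 7 others gave 0 called genes by limma against wild type, although 8 splits are too few to exclude chance. By the number of genes up or down, a measure chosen after this was seen, 1 of 35 splits gave as many in each contrast: 195 genes against wild type and 119 in the highest other split, and 227 and 69 against the triple mutant. The fewest possible is 1 of 35, and the splits ignore the pairs. This measure, chosen afterwards, therefore does not exclude chance. For the IPR list, fixed with the design, library means differed by 6.19 against wild type and 6.20 against the triple mutant. The SDs were 0.13 in pals-17 pals-20, 0.29 in wild type and 0.25 in the triple mutant. This argues against chance for the rise of the IPR genes, although the adjusted exact permutation p was 0.0571.

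Age, heat shock and carried variants were tested as explanations of the genes up in pals-17 pals-20. With the 5 stage list means as covariates, the median log2 fold change of the IPR genes was 6.61 (SE 0.23), against 6.47 without, and 178 genes were up, of which 172 are among the 187, so a difference in age is an unlikely cause. The heat shock list had a median of 0.11, and of 0.49 (SE 0.20) with the same covariates, and camera called it with array quality weights (0.0216). This argues against a heat shock response as large as the rise of the IPR genes, and a small rise of the heat shock genes remains open. Other stress responses were not tested, and the paper reported that this strain raises genes shared with several of them. Of the 187 genes, limma called 0 in the triple mutant, which carries the same pals-17 and pals-20 alleles (8 at an unadjusted p under 0.05), so sequence variants carried along with these alleles are unlikely to act without pals-16. Variants that act only with an intact pals-16 remain open.

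The genes down in pals-17 pals-20 against wild type, other than pals-17, had a median of -1.57 (SE 0.60) with the stage covariates, against -2.27 before, and of the 8 only pals-17 stayed down. With the covariates 19 genes were down in this contrast. Of the 25 genes down against the triple mutant 0 stayed down by limma, with a median of -1.15 (SE 0.67). The genes had been chosen for being low, so this test decides nothing: age and genotype cannot be told apart for them. Of the 25 genes, 7 are abu genes. The 10 abu genes measured had a median of -3.38 in this contrast. A single library does not account for the median, which was -3.01 (SE 0.86) without replicate 4 of the triple mutant and -2.57 (SE 0.73) without replicate 3 of pals-17 pals-20, but only 3 and 2 of the 25 genes stayed down. Against wild type the abu median was -1.66 (SE 0.80) in pals-17 pals-20 and 1.59 (SE 0.80) in the triple mutant. With the stage covariates these medians were 0.33 (SE 0.78) and 1.26 (SE 0.62), and that of the difference was -1.16 (SE 0.77), so age and genotype cannot be told apart here either.

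far-5 fell by 4.63 in the triple mutant. Its log2 fold change was 0.092 in pals-16 pals-17, which argues against loss of pals-16 and pals-17, and 0.74 in pals-17 pals-20, which argues against a variant on the pals-17 and pals-20 alleles shared with that strain. The lowest of the 9 other genes within 20 kb was at -0.18, and limma called 0 of them, so a large deletion is unlikely. A small change at far-5 in the triple mutant strain, which may have arisen in its making, and an effect of the 3 mutations together remain open. far-5 was chosen by the rule for named genes.

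pals-18 and pals-19, which lie next to pals-16 and were chosen after their values were seen, were higher in both deletion strains. Relative to the 2 strains with an intact pals-16 the log2 fold change was 0.73 (adjusted p 5.9e-04) for pals-18 and 0.96 (6.0e-05) for pals-19, higher in 8 of 8 libraries. Relative to wild type alone it was 0.68 (0.281, not called) and 0.93 (0.0305). Loss of pals-17 is an unlikely cause, as their mean change in pals-17 pals-20 was -0.083. Reads of pals-16 given to its neighbours are also unlikely as the whole cause: pals-18 and pals-19 gained 2.48 times the CPM that pals-16 lost (95% interval from 1.80 to 3.40). A shift of the whole region is argued against by 0 of 7 other genes within 20 kb rising as much as pals-18. pals-19 starts 538 bases after pals-16 and overlaps pals-18, so an effect of the deletion on the neighbouring genes, or of the lost pals-16 product, may explain the rise, and these were not tested apart.

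The pals-20 transcript was higher by 1.81 in pals-17 pals-20. The stop allele alone is an unlikely cause, since the triple mutant carries the same allele and had a log2 fold change of -0.21. Reads of Y82E9BR.5 on the other strand are unlikely too: this gene rose by 0.28, less than pals-20 by 1.54 (SE 0.41). A rise of pals-20 together with other pals genes may explain it and remains a hypothesis.

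The heat shock list was lower in pals-16 pals-17 and in the triple mutant than in wild type, with medians between -0.49 and -0.28 and between -0.66 and -0.13 over the alternatives. With the stage covariates the medians were -0.16 (SE 0.17) and -0.37 (SE 0.16). The covariates use up 5 of the 12 residual degrees of freedom, and age and genotype cannot be told apart for this list.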
